A study of Mus musculus with 2 samples. Its data were reported in "tRNA m1A modification regulate HSC maintenance and self-renewal via mTORC1 signaling" (2024).

How the data were processed

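Single-cell RNA was measured in 2 libraries of sorted LSK cells, 1 from Trmt6 WT and 1 from Trmt6 cKO mice, grouped by the genotype in the labels. The deposited matrices hold UMI counts per gene and cell barcode, which the authors made with Cell Ranger 6.0.0 (per the file headers) on the mouse genome GRCm38. Reads were not analysed here. Gene coordinates were taken from GENCODE M21, matched by gene ID.

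The limits of the study were applied per library: more than 200 genes, fewer than 4000 genes and under 10% mitochondrial UMIs in WT, fewer than 4500 genes and under 5% mitochondrial UMIs in cKO, and under 5% hemoglobin UMIs in both. They passed 8763 WT and 9151 cKO barcodes, with 51 and 38 barcodes over the gene limit and 54 and 70 over the mitochondrial limit. Doublets were scored as the share of simulated doublets (sums of random pairs of cells) among the 50 nearest neighbours in 20 principal components of 1500 variable genes. The highest scores were removed at a rate of 0.8% per 1000 barcodes, which marked 7.10% of WT and 7.41% of cKO barcodes. Among the cells within the limits, 614 WT and 671 cKO cells were removed as doublets. The kept cells were 91.9% of the WT and 91.6% of the cKO barcodes. Because the cKO library was deeper, phases and proliferation scores were computed on cells thinned to 2000 UMIs. Cells with fewer UMIs were left out there. The depth of 2000 UMIs is the 10th percentile of the WT library rounded down to a multiple of 500. Marker scores of single cells were computed on all UMIs, without thinning.

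The libraries were clustered with Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3: SCTransform with the mitochondrial share and the S minus G2/M score regressed, anchor integration over 3000 features, 30 dimensions and resolution 0.8. Clusters were named from lists of markers for 13 cell types. Genes at 50 CPM or more in a cluster were ranked by the log2 fold of the cluster over the other cells (10 CPM added, averaged over libraries with at least 10 cells in the cluster), and the top 10 were its leading genes. A cluster took the name of a type when more of that type's markers than of any other type's were leading genes, and at least 3 of its markers, no fewer than for any other type, exceeded a log2 fold of 1 at 10 CPM or more. The condition on the other types' supporting markers was added after the clusters were seen, because of 2 small clusters that held 0.822% and 0.0123% of WT cells and 0.743% and 0.366% of cKO cells. Names end in -like, since no annotation of the cells was used here.

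Levels are CPM of UMIs summed over the cells of a library or class. log2 ratios are cKO over WT. Ranking, gene lists and their members, medians of all genes and marker ratios inside clusters used 0.5 prior counts. The ratios given for named genes, Trmt6, Trmt61a, genes upstream of mTORC1 and HSC markers over all cells used none. Exact intervals were computed with scipy 1.17.1: Poisson for CPM, conditional binomial for ratios and Clopper-Pearson for shares. Intervals of the ratio of GMP-like to LMPP-like cells used the normal approximation. Where a share was 0, the limit given is 3 counts of the total. With 1 library per group no test across samples was possible, so no p-value and no number of changed genes is given. The rule for named genes took the 5 highest and the 5 lowest log2 ratios among genes at 50 CPM or more in a library, over all kept cells and in HSC-like cells, with a bound from 3 counts where a library had 0. Trmt6, Trmt61a and 9 genes upstream of mTORC1 were named in addition.

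The 13 gene lists cover proliferation, ATF4 and amino acid supply, sterol synthesis, glycolysis, the unfolded protein response, the proteasome, MYC targets and ribosome biogenesis, oxidative phosphorylation, the immediate early and NF-kB response, the interferon response, quiescence, the p53 response and cytosolic ribosomal proteins. The proliferation genes are those the study names, and the others were written from general knowledge. Ldha is in the glycolysis and the MYC list, and Btg2 in the immediate early and the p53 list. Genes at 5 CPM or more in a library were used, and random lists were matched in 20 bins of mean expression. Among the markers and lists, 5 symbols were not found in the matrices: Cebpd, Selenos, Ighm, Trbc2 and Trac. Phases followed the Seurat rule with its S and G2/M genes, scored over 24 bins with 100 control genes per gene on values log-normalized to 10000.

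The filters, gene lists, markers, rule for named genes and all alternatives but 1 were chosen before the data were examined. The alternatives were other cell filters, no doublet removal, other resolutions, no integration, another cell cycle regression, single cells assigned by marker score, other thinning depths, scaling by the TMM factor of edgeR 4.0.16, by median-of-ratios size factors (the DESeq2 rule, computed in numpy 2.4.6) or by the total without mitochondrial and ribosomal protein genes, cells scaled before averaging, other minimum levels, and lists over G1 cells, over HSC-like cells or over the same mix of classes. The clustering without marker genes was added after the data were seen, and so was the rule that calls a list reversed only where its median lay outside the middle 95% of the random lists. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

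The calculation of ratios, intervals and list percentiles was tested on simulated data with 200 changed genes among 8879, where 99% of the changed genes were recovered within 0.25 on the log2 scale and 93% of the intervals held the true ratio. At the depth of these libraries 3 UMIs correspond to 0.0717 CPM in WT and 0.0344 CPM in cKO over all kept cells.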

Results

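Single-cell RNA sequencing was carried out on sorted Lin- Sca-1+ c-Kit+ (LSK) cells, the marrow fraction that holds haematopoietic stem and progenitor cells (HSPCs), from 3-month-old mice. Trmt6 encodes a subunit of the enzyme that places the m1A mark on tRNA, and Trmt61a encodes its catalytic partner. The labels give 1 library of Trmt6 WT cells, from floxed mice, and 1 library of Trmt6 conditional knockout (cKO) cells, from floxed mice that also carried Mx1-Cre, an interferon-inducible recombinase. The study, in contrast, describes Mx1-Cre and pIpC injections in both genotypes. Genotype and library go together, as does the recombinase if the labels are right, and no difference described here has a replicate check. All intervals are 95% intervals that cover counting error only.

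The WT library held 8869 cell barcodes with 47991455 UMIs, and the cKO library held 9260 barcodes with 98323201 UMIs. After filtering and removal of likely doublets, 8149 WT and 8480 cKO cells were kept, with 41851525 and 87303531 UMIs. The median kept WT cell had 4149 UMIs and 1637 genes, against 10070.5 UMIs and 2819 genes in the cKO library, a ratio of median UMIs of 2.43. When each cell was thinned to 2000 UMIs, which left out 201 WT and 105 cKO cells, the median number of genes was 991 in WT and 974 in cKO cells.

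The targeted gene was examined first, as a check of the labels. Trmt6 (ENSMUSG00000037376, minus strand of chromosome 2, 132804207 to 132816055, GRCm38) was counted at 63.4 CPM (61.0 to 65.8) in the WT library and at 50.3 CPM (48.9 to 51.9) in the cKO library, a log2 ratio of -0.33 (-0.40 to -0.26). Size factors from the median of ratios moved this ratio the most, to -0.23. In the HSC-like cells defined below by their markers, Trmt6 stood at 58.9 CPM in WT and 28.9 CPM in cKO, a log2 ratio of -1.03 (-1.42 to -0.64). The floxed exon 2 lies at 132812048 to 132812175, while the libraries were counted from the 3-prime end of transcripts, which lies in exon 11 (132804207 to 132805612, with the 3-prime UTR at 132804207 to 132805423). UMIs per gene do not show whether a counted transcript held exon 2. Trmt61a rose from 16.3 CPM (15.1 to 17.6) to 33.0 CPM (31.8 to 34.2), a log2 ratio of 1.02 (0.89 to 1.14).

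The transcripts of genes upstream of mTORC1, of which the study measured a part by RT-PCR, were compared next. Tsc1 was lower in the cKO library, at 4.26 CPM against 6.43 CPM, with a log2 ratio of -0.59 (-0.82 to -0.36). In HSC-like cells Tsc1 rested on 16 WT and 18 cKO UMIs, and its log2 ratio of -0.42 (-1.48 to 0.65) could not be told from 0 at this depth. Ddit4, which encodes REDD1, rose from 18.8 to 58.7 CPM, a log2 ratio of 1.64 (1.53 to 1.75), while in HSC-like cells its ratio of 0.29 (-0.07 to 0.66) spanned 0. Scaling each cell before averaging moved Ddit4 the most of these genes, to 1.29. In HSC-like cells Gsk3b was lower beyond counting error, at 95.9 CPM against 142 CPM (log2 ratio -0.57, -0.80 to -0.34), and the intervals of the other genes upstream of mTORC1 spanned 0 there. Gsk3b (log2 ratio -0.45), Rptor (-0.40) and Stk11 (-0.19) were lower and Rheb (0.29) was higher beyond counting error over all cells. For Prkaa1 (-0.01) and Tsc2 (0.03) no difference was detectable at this depth. Mtor (0.17, -0.03 to 0.37) depended on scaling, since with median-of-ratios size factors its ratio was 0.28 (0.08 to 0.48).

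**Figure D1:**
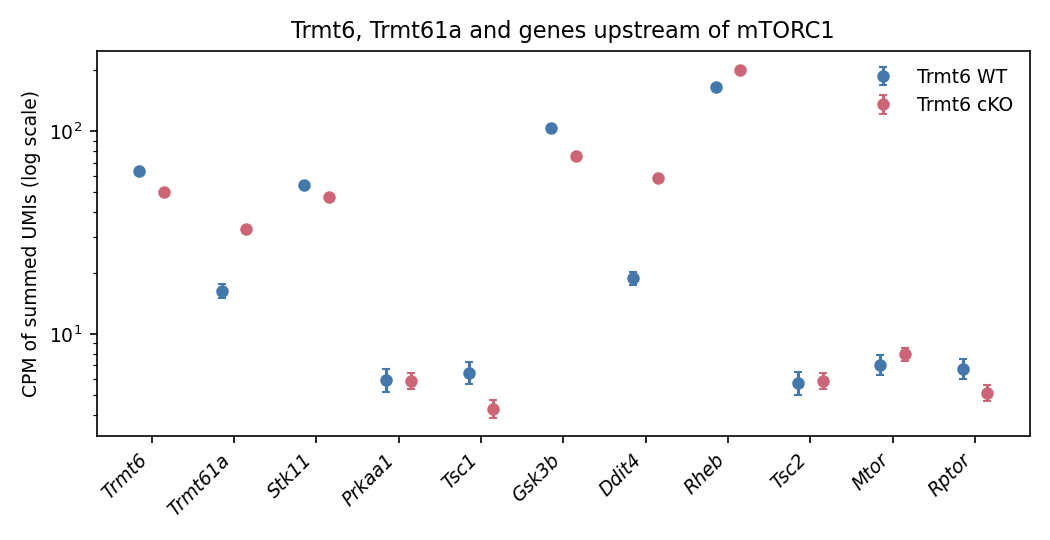
CPM of summed UMIs (log scale) over all kept cells of the WT and the cKO library for Trmt6, Trmt61a and genes upstream of mTORC1, with exact Poisson intervals as bars that are smaller than the points for the more abundant genes. Trmt6 stood at 63.4 and 50.3 CPM, Tsc1 at 6.43 and 4.26 CPM and Ddit4 at 18.8 and 58.7 CPM.

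Across 9142 genes with at least 5 CPM in a library, the median log2 ratio was -0.07 and 43.0% of the genes were higher in the cKO library. Scaling by median-of-ratios size factors shifted this median to 0.04 and the share of higher genes to 53.8%, and scaling by the total without mitochondrial and ribosomal protein genes shifted them to 0.02 and 51.9%. Small differences near 0 therefore have no settled direction.

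Over all kept cells, the largest rises among genes at 50 CPM or more in a library were those of Jchain, Trib3, Socs2, Atf5 and Asns. Jchain (chromosome 5, 88519809 to 88527891) went from 9 to 35345 UMIs, or 0.215 to 405 CPM, a log2 ratio of 10.88 (9.95 to 12.01), and 95.9% of its cKO UMIs lay in a cluster with 31 cKO cells and 1 WT cell. Trib3 (chromosome 2, 152337422 to 152344032) rose from 2.22 to 160 CPM, a log2 ratio of 6.17 (5.87 to 6.48). Asns (chromosome 6, 7675169 to 7693254) rose from 11.0 to 198 CPM, a log2 ratio of 4.17 (4.04 to 4.31). The log2 ratios of Socs2 and Atf5 were 5.50 and 4.85.

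The largest falls were those of Ngp, Camp, S100a9, S100a8 and Chil3, with log2 ratios of -12.91, -11.86, -11.65, -11.35 and -9.88. S100a8 (chromosome 3, 90668978 to 90670035) had 103729 UMIs in the WT and 83 in the cKO library, or 2478.5 and 0.951 CPM, and 63.0% of its WT UMIs lay in a neutrophil-like cluster of 37 WT cells. In the T/NK-like cells of the WT library, a type that should lack these transcripts, S100a8 was counted at 203 CPM (135 to 293). Of the alternatives, lifting the upper limit on genes moved the ratio of S100a8 the most, to -9.98. With the minimum set at 10 CPM, 5 of the 10 named genes were shared with this selection; Cma1, Slc7a3, Stc2 and Chac1 then joined Jchain among the rises, and Cd177 took the place of Chil3.

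In HSC-like cells the same rule gave Atf5, Mthfd2, Slfn2, Socs2 and Asns as the largest rises, with log2 ratios of 4.97, 4.66, 4.31, 4.11 and 3.96. Atf5 rested on 6 WT UMIs, and its interval was 3.83 to 6.43. The largest falls were those of Ngp (-8.08), Ccl3 (-8.00), Mpo (-7.30), Elane (-6.99) and Camp, which had 151 UMIs in WT and 0 in cKO, a log2 ratio of -6.24 or lower when 3 counts are set in place of 0. Ngp in cKO HSC-like cells was a single UMI (interval of the log2 ratio -13.39 to -5.59), and Ccl3 rested on 2 (-11.06 to -6.14). Apart from Ccl3, these transcripts were no more abundant in WT HSC-like cells than in WT T/NK-like cells: Mpo stood at 333 CPM in WT HSC-like cells and 695 CPM in WT T/NK-like cells, Elane at 153 and 246 CPM, Camp at 68.4 and 94.1 CPM and Ngp at 81.6 and 101 CPM.

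Gene lists for processes that the study examined, and for others fixed in advance, were compared by their median log2 ratio. Each median was placed among the medians of 10000 random lists of equal size and matched mean expression, which describes these libraries and is not a test. The list of ATF4 targets and amino acid supply genes had a median of 1.61, above all the random lists (percentile 100), and 30 of 30 genes were higher in the cKO library, from 0.46 for Mthfd1l to 6.78 for Stc2. MYC targets and ribosome biogenesis genes had a median of 0.49 (percentile 100), with 34 of 34 genes higher. The p53 response list had a median of 0.78 (percentile 100), with 12 of 16 genes higher, and of the alternatives the restriction to HSC-like cells moved it the most, to 0.17 (percentile 93.6, with 8 of 14 genes higher), which lies inside the middle 95% of the random lists. Cytosolic ribosomal proteins had a median of 0.29 (percentile 100), with 77 of 86 genes higher. These genes have many near-identical pseudogene copies, so their counts are uncertain.

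The immediate early and NF-kB response list was the lowest, with a median of -1.62 (percentile 0) and 1 of 30 genes higher. Jun fell from 1499 to 148 CPM, a log2 ratio of -3.34. Other lists lay closer to 0 over all cells. Oxidative phosphorylation (0.11, percentile 85.1), glycolysis (0.15, percentile 94.0), proteasome (0.15, percentile 93.9), interferon response (-0.15, percentile 14.7), sterol synthesis (-0.26, percentile 7.84), the proliferation genes (-0.19, percentile 2.81) and the unfolded protein response (-0.04, percentile 33.3) lay inside the middle 95% of the random lists. The quiescence list lay above it, at 0.20 (percentile 99.4), but inside it when each cell was scaled before averaging (0.05, percentile 88.5), with the same mix of classes (0.09, percentile 94.3) and in cells called G1 (0.01, percentile 77.2). The proteasome list lay above this range with each cell scaled first (0.20, percentile 98.2) and with the same mix (0.18, percentile 97.7). In cells called G1 the proteasome (0.26, percentile 99.5), oxidative phosphorylation (0.26, percentile 99.3) and the unfolded protein response (0.37, percentile 100) also lay above it. The direction of the unfolded protein response list was not settled over all cells, since it was 0.06 with median-of-ratios size factors and 0.13 with each cell scaled before averaging. In HSC-like cells the quiescence list, which shares genes with the markers that define the cluster, changed direction, to -0.19 (percentile 13.2), as did the proliferation genes, to 0.18 (percentile 94.1). The proliferation genes also stood at 0.18 in cells called G1. In HSC-like cells the unfolded protein response (0.26, percentile 99.3), oxidative phosphorylation (0.30, percentile 99.7) and the proteasome (0.25, percentile 99.4) lay above the middle 95%, and glycolysis (0.11, percentile 79.2) and sterol synthesis (-0.25, percentile 17.1) did not lie outside it.

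**Figure D2:**
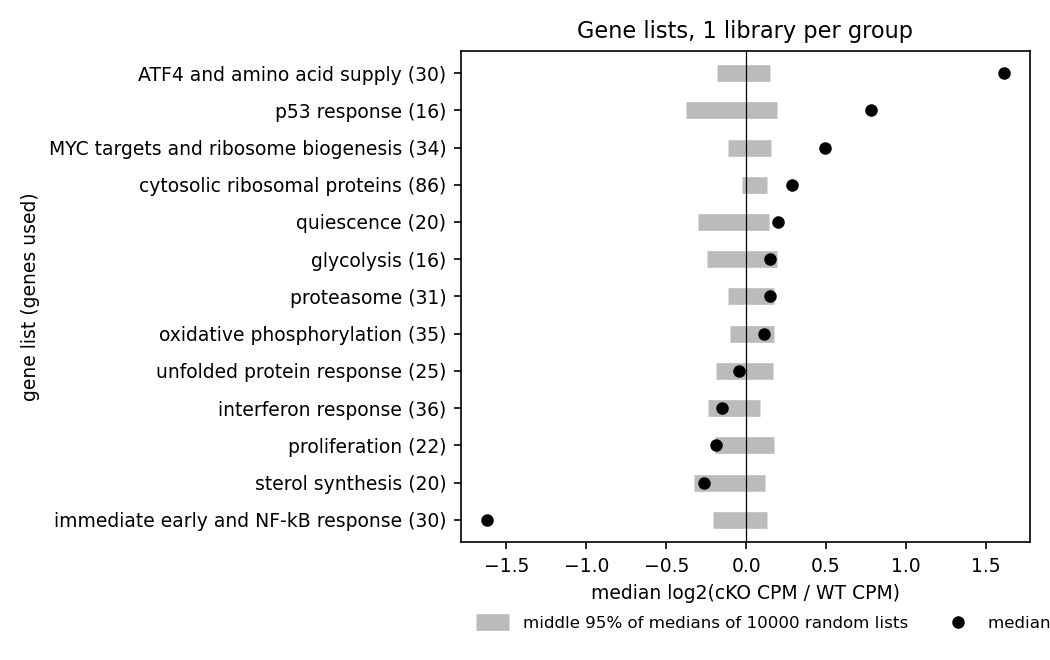
Median log2 ratio of CPM (cKO over WT, all kept cells) of 13 gene lists as points, with the middle 95% of the medians of 10000 matched random lists as grey bars and the number of genes used in brackets. The ATF4 and amino acid supply list (1.61) and the immediate early and NF-kB list (-1.62) lie farthest from 0.

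Cell cycle phases were compared next, since the study examined quiescence and cycling. On cells thinned to 2000 UMIs, 56.1% of WT cells (55.0 to 57.2) and 64.0% of cKO cells (63.0 to 65.1) were assigned to S or G2/M, a difference of 7.90 percentage points. The S share rose from 29.9% to 39.9%, while the G2/M share was 26.3% in WT and 24.1% in cKO. With all UMIs the S or G2/M shares were 57.5% and 68.0%, a difference of 10.5 points, and at 1000 UMIs per cell the difference was 5.26 points, so its size depended on depth. In HSC-like cells the thinned share was 10.6% in WT (8.43 to 13.1) and 19.5% in cKO (16.1 to 23.4), and with all UMIs it was 8.96% and 20.4%. LMPP-like cells also had a higher thinned share in cKO (69.5% against 54.9%), GMP-like cells a lower share (79.0% against 87.6%), and megakaryocyte-like cells had 74.9% and 72.8%, with intervals that overlapped. The markers of these clusters differed between the libraries, as described below, so the cells compared within them may not be the same type, and this limit also holds for their scores.

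The proliferation score, the mean log-normalized level of the proliferation genes, was 0.473 in WT and 0.485 in cKO cells after thinning. The difference was 0.0117, with an SD between cells of 0.247 and 0.216. Without thinning the scores were 0.567 and 0.642, a difference of 0.0752. In thinned HSC-like cells the scores were 0.268 and 0.283, in LMPP-like cells 0.467 and 0.528, and in GMP-like cells 0.580 and 0.522.

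**Figure D3:**
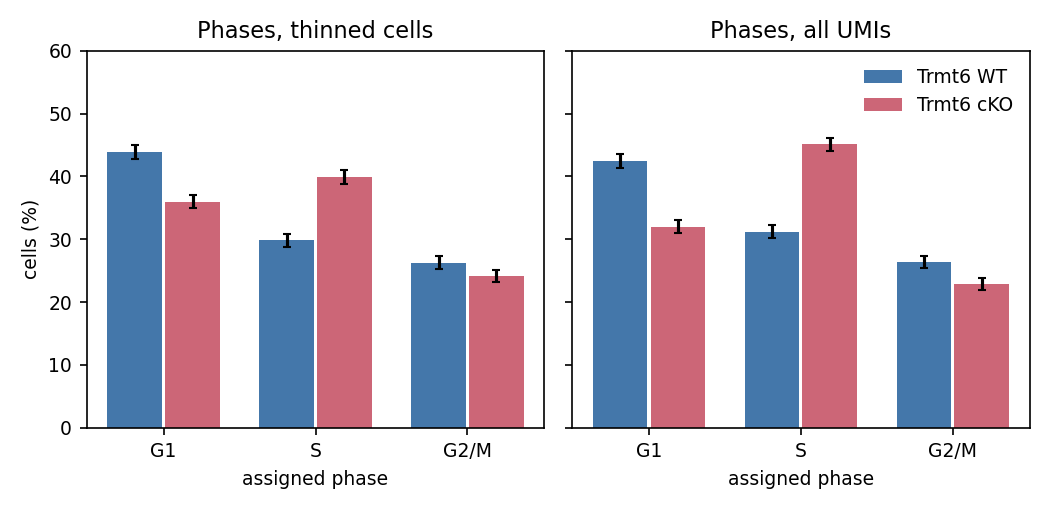
Shares of cells (%) assigned to G1, S and G2/M in the WT and the cKO library, for cells thinned to 2000 UMIs and for all UMIs, with exact binomial intervals as error bars. The S share is higher in cKO in both panels (39.9% against 29.9% when thinned), and the G2/M share is lower (24.1% against 26.3%).

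The composition of the sorted cells was compared next. Clustering of the integrated libraries gave 18 clusters, of which 10 could not be named by the marker rule, with 58.4% of WT and 71.6% of cKO cells. The HSC-like cluster, led by Mllt3, Pdzk1ip1 and Procr, held 9.18% of WT cells (8.56 to 9.83) and 5.73% of cKO cells (5.25 to 6.25). Inside it 2 of 8 abundant markers differed between the libraries by more than 1 on the log2 scale. When all marker genes were left out of the clustering, an alternative chosen after seeing the data, the HSC-like shares were 4.61% (4.17 to 5.09) and 4.36% (3.94 to 4.82), and no difference was detectable, although 3 of 9 abundant markers still differed by more than 1 inside that cluster. When each cell was instead assigned to the type with its highest marker score, 7.08% of WT cells and 25.3% of cKO cells were called HSC. These scores used all UMIs, so the difference in depth between the libraries was not removed from them. The direction of the HSC share therefore changed with the method. The rise by marker score was not specific to HSC calls. Erythroid progenitor calls went from 3.51% of WT to 18.6% of cKO cells, and monocyte or dendritic cell calls from 3.09% to 17.4%. GMP calls fell from 39.6% to 3.92% and LMPP calls from 21.1% to 4.88%.

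GMP-like, LMPP-like and megakaryocyte-like clusters were also found, but their markers differed strongly between the libraries, with median log2 ratios inside the cluster of -3.79, -0.91 and -1.65, so their sizes were not compared. The same held for the T/NK-like and monocyte/DC-like clusters, in which 3 of 5 and 7 of 9 abundant markers differed by more than 1. Leaving the markers out of the clustering did not remove this limit, as 10 of 11 GMP markers (median -2.26) and 11 of 11 LMPP markers (median -1.88) differed by more than 1 inside those clusters. In the B cell-like cluster none of the 8 abundant markers differed by more than 1, and this cluster held 12 of 8149 WT cells, or 0.147% (0.0761 to 0.257), and 83 of 8480 cKO cells, or 0.979% (0.780 to 1.21). The neutrophil-like cluster held 37 WT cells and 0 of 8480 cKO cells, which allows a share of up to 0.0354%, and as a cluster of 1 library it may reflect that library alone. Its size depended on the method: 70 WT cells and 0 cKO cells without integration, 67 and 2 with markers left out of the clustering, and 842 and 21 single cells (10.3% and 0.248%) by marker score. At resolution 0.4 and without doublet removal no cluster was named neutrophil-like. Without doublet removal S100a8, S100a9, Ngp and Camp were leading genes of an unnamed cluster with 146 WT and 44 cKO cells.

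To ask whether output is biased to myeloid cells, the ratio of GMP-like to LMPP-like cells was computed. In the integrated clusters it was 1.22 in WT and 1.95 in cKO, a log2 ratio of 0.67, but the markers that define both clusters differed between the libraries. It took the opposite direction with the markers left out of the clustering (log2 ratio -2.77), where the same limit holds, at resolution 1.2 (-0.73) and with single cells assigned by marker score (-1.23). Without integration, where 92.8% of cells lay in clusters with at least 90% of 1 library, it rested on 50 GMP-like and 70 LMPP-like cKO cells, and its log2 ratio of -0.18 (-0.71 to 0.36) could not be told from 0. The ratio of summed marker CPM was likewise lower in cKO, at 3.73 against 7.86, as the GMP markers fell from 9434 to 1291 CPM and the LMPP markers from 1201 to 346 CPM. No direction of a myeloid bias was therefore settled by these libraries.

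**Figure D4:**
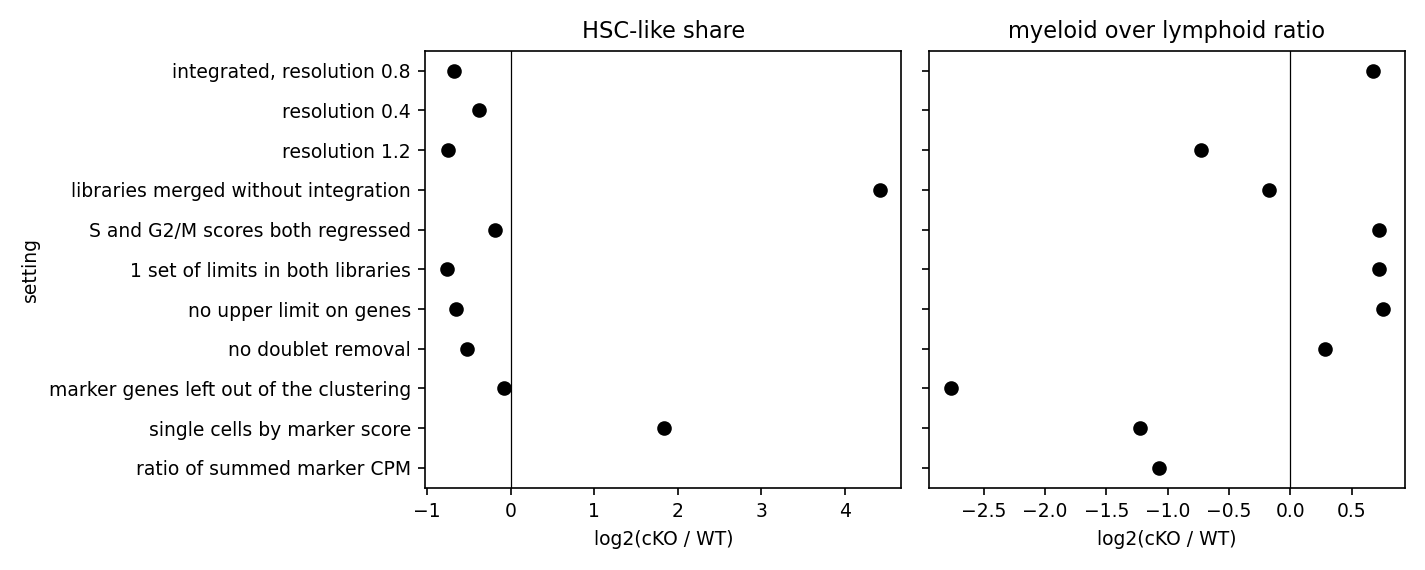
log2 ratio (cKO over WT) of the share of HSC-like cells and of the ratio of GMP-like to LMPP-like cells, 1 point for each clustering or way of assigning cells. Both measures fall on either side of 0, from -0.76 to 4.42 (without integration, where most clusters hold 1 library) for the HSC-like share and from -2.77 to 0.75 for the ratio, and resolution 0.4 has no point for the ratio because no cluster was named LMPP-like there.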

Values the study reported

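The study reported that 8258 of 8869 cells from control marrow and 8599 of 9260 cells from knockout marrow passed quality control, and its methods give 8450 and 8650 cells after filtering. In cells annotated as LT-HSCs it reported 411 differentially expressed genes, 325 with higher and 86 with lower expression after Trmt6 loss. By Ki67 staining, 80% of control and 58% of knockout LT-HSCs were in the resting, Ki67-negative state. By flow cytometry, the frequency of LT-HSCs in knockout marrow was about 4-fold higher 1 week after polyI:C, and the study reported lower stem and progenitor frequencies at 4 weeks.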

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

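The clustering with marker genes left out was chosen after seeing the data, as was the rule for when a list counts as reversed; the other alternatives were not. Of the values under alternatives that answer a comparison, 222 stayed within their counting interval or tolerance, 42 moved beyond it and 8 reversed from a value beyond its counting interval or its random lists, including those without integration that are limited as given below. The median of all genes, the proliferation and unfolded protein response lists, Prkaa1 and Tsc2 also changed sign under at least 1 alternative, from values that were not beyond these limits. Among single named genes 64 stayed and 6 moved. Unless stated otherwise, the cause was not tested.

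Scaling by the TMM factor, by median-of-ratios size factors or by the total without mitochondrial and ribosomal protein genes moved the log2 ratio of Trmt6 to -0.24, -0.23 and -0.24, of Stk11 to -0.0923, -0.0856 and -0.0917, of Gsk3b to -0.36, -0.35 and -0.36, of Rheb to 0.38, 0.39 and 0.38, and the ribosomal protein list to 0.38, 0.39 and 0.38. All kept their direction. The median of all genes moved to 0.0392 with median-of-ratios size factors. Scaling each cell before averaging moved Gsk3b to -0.58, Ddit4 to 1.29, Rheb to 0.24 and the p53 list to 0.44. With a minimum of 10 CPM, 5 named genes were shared.

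Over G1 cells the medians were 0.18 for proliferation, 0.37 for the unfolded protein response, 0.63 for MYC targets, 0.26 for oxidative phosphorylation, -2.05 for the immediate early list and 0.34 for the p53 list. In HSC-like cells they were 0.18, 0.26 and 0.30 for proliferation, the unfolded protein response and oxidative phosphorylation, 1.43 for the ATF4 list, -2.14 for the immediate early list and 0.17 for the p53 list, and the quiescence list reversed to -0.19. Proliferation and the unfolded protein response thereby changed sign from medians that lay among the random lists. With the same mix of classes the p53 list stood at 0.46.

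The log2 ratio of the HSC-like share (-0.68) was -0.38 at resolution 0.4, -0.19 with both cycle scores regressed and -0.0806 with marker genes left out, and reversed to 1.84 for single cells by marker score. Without integration it was 4.42 and the B cell-like share (2.73) was 4.04, but 92.8% of cells there lay in clusters with at least 90% of 1 library, and 4 of 7 HSC and 7 of 8 B cell markers differed by more than 1 inside these clusters, so these values say nothing about the direction of the shares. The ratio of GMP-like to LMPP-like cells (0.67) was 0.28 without doublet removal, and changed sign to -0.73 at resolution 1.2, -0.18 without integration (within counting error of 0), -2.77 with marker genes left out, -1.23 for single cells and -1.07 for summed marker CPM. At resolution 0.4 no cluster was LMPP-like or B cell-like, so those results have no value there.

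The difference in S or G2/M was 10.5 points with all UMIs and 5.26 points at 1000 UMIs per cell, and the difference of the proliferation score was 0.0752 with all UMIs. Depth therefore limits how far the size of these differences can be read.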

Other observations

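Of the tests below, those of cell mix, scaling and a uniform mTORC1 rise for the ATF4 list, of Mpo and Elane, of the immediate early list, of depth for the S or G2/M share, of the HSC markers, of Trmt6 counting and of sex were chosen only after the result was seen. The comparison of the neutrophil genes inside and outside their cluster was also chosen after the values were seen.

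The ATF4 and amino acid supply list was higher in the cKO library. A different mix of cells would leave the list near 0 inside clusters, yet the lowest median inside a cluster with at least 20 cells per library was 1.32 and the list was above 0 in 15 of 15 such clusters. A small number of cells with very high levels was also argued against, since 89.5% of thinned cKO cells had more UMIs of the list than the median WT cell, against 42.8% of WT cells. Depth per cell left the median at 1.64 over thinned cells, and the lowest median under other scalings was 1.58. A uniform rise of mTORC1-driven transcription would raise sterol synthesis too, and no rise of that list was seen, with a highest median of -0.16 in any setting. Over all kept cells the sterol list lay among its random lists (percentile 7.84). A single list of this kind cannot tell an mTORC1 response from a separate ATF4 response, so mTORC1 activity stays open as a source. In knockout LT-HSCs the study reported raised mTORC1 signalling genes and more phosphorylated ribosomal protein S6. An ATF4 response after loss of Trmt6 may underlie the rise of the ATF4 list, as a hypothesis found and tested on the same data. The handling of the library goes with the genotype and stays open, and so does Mx1-Cre, which only the cKO label names although the study describes it in both genotypes.

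Mpo (2168.5 to 77.0 CPM) and Elane (1626 to 18.2 CPM) were far lower in the cKO library. Free RNA in the WT library would raise all WT cells alike, yet Mpo in GMP-like cells in excess of T/NK-like cells still had a log2 ratio of -3.71. Fewer GMP-like cells at an unchanged level per cell cannot be told apart from lower expression: the GMP markers had a median log2 ratio of -3.79 inside the integrated GMP-like cluster, -2.40 at resolution 1.2 and -2.26 with marker genes left out of the clustering, which all point to lower levels per cell. In the libraries merged without integration it was -0.60, where 92.8% of cells lay in clusters with at least 90% of 1 library. Integration could have placed other cKO cells in the GMP-like clusters, which keeps this open.

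The immediate early and NF-kB list was lower in the cKO library. A different mix of cells is argued against by its highest median inside a cluster, -0.49, with the list below 0 in 15 of 15 clusters; the limit for this verdict was loosened after that value was seen. Handling time before lysis could lower these genes as a whole, by -1.62 over all kept cells, and cannot be told apart from genotype because each genotype was handled as 1 library.

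The share of cells called S or G2/M was larger in the cKO library. Depth per cell is argued against as the whole cause by the difference of 7.90 points on thinned cells, a value taken in place of that at 1000 UMIs after both were seen. Weighting both libraries to the same mix of clusters left 5.26 points (56.7% in WT and 62.0% in cKO). Some of these clusters were led by cell cycle genes such as Ube2c and Cenpf. Equal weights thus removed part of the difference itself, and the fall from 7.90 points does not measure cell mix. More cells in all phases of cycling would raise S and G2/M genes together. The G2/M genes had a median log2 ratio of -0.43, with 4 of 52 higher, and the S genes 0.04, with 23 of 43 higher. These sums give more weight to cells with more UMIs. WT GMP-like cells had 2.37 times the median UMIs of their library and 46.1% in G2/M, against 1.38 times and 27.9% in cKO. The G2/M share of all thinned cells was also lower in cKO (24.1% against 26.3%). The cluster led by Ube2c, Cenpf and Cdkn3 was larger in cKO, with 11.0% against 7.65% of cells. More cycling in all phases is therefore not excluded. A longer or less often completed S phase is a candidate explanation that was not tested.

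A small cluster of maturing neutrophils in the WT library held 63.0% of the WT UMIs of S100a8. This cluster alone cannot account for the falls of neutrophil genes. Outside it S100a8 stood at 923 CPM in WT and 0.951 CPM in cKO, and S100a9 at 436 and 0.378 CPM. Ngp stood at 311 and 0.126 CPM and Camp at 264 and 0.195 CPM there. Free RNA in the WT library is argued against as the whole source of this remainder, since it would raise all WT cells alike. In WT T/NK-like cells S100a8 stood at 203 CPM (135 to 293) and S100a9 at 72.4 CPM (34.7 to 133). Ngp stood there at 101 CPM (55.4 to 170) and Camp at 94.1 CPM (50.1 to 161). All were below their WT levels outside the neutrophil-like cluster. How much of the T/NK-like levels is free RNA cannot be told apart from low expression. The rise of Jchain could reflect a small cluster of plasma-like cells in the cKO library, in which 95.9% of its cKO UMIs lay. Whether such cells were carried along in the sort or arose from the genotype was not tested. The other cKO UMIs of Jchain lay outside this cluster. They were far more numerous than the 9 UMIs of the whole WT library, beyond the difference in depth. Whether they came from expression in other cells or from free RNA was not tested.

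Single cells called HSC by marker score were more frequent in the cKO library. The scores used all UMIs, and the effect of depth per cell on these calls was not tested. A larger share of HSCs would raise the HSC markers as a set, and their median log2 ratio was 0.33, with 10 of 14 higher beyond counting error, Ly6a (2.05) and Procr (1.45) among them, and 3 lower (Pdzk1ip1 -0.41, Sult1a1 -1.15 and Clca3a1 -1.07). A larger share cannot be told apart from higher levels of these markers per cell, because the share itself depends on the way cells are assigned. Ly6a encodes Sca-1, an antigen of the sort, and stood at 34.2 CPM in WT and 142 CPM in cKO cells, so a changed Sca-1 level may also alter which cells enter the sorted fraction; this was not tested.

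Trmt6 transcripts were still counted in the cKO library, at a log2 ratio of -0.33. Transcripts that lack the floxed exon could account for this, and cannot be told apart from cells that escaped deletion because UMIs per gene do not show the exon. The study checked the deletion by TRMT6 western blot in LSK cells and reported lower tRNA m1A in knockout HSPCs. Whether those cells came from the mice of this library is not stated. Sex of the mice is argued against as a source of the differences: Xist stood at 0.167 CPM in WT and 0.183 CPM in cKO, and the Y-linked genes Ddx3y (38.3 and 31.1 CPM), Eif2s3y (38.9 and 35.8), Kdm5d (7.77 and 6.07) and Uty (10.6 and 7.43) were found in both. Nnt, which distinguishes C57BL/6 substrains, was found in both libraries, at 28.5 and 21.6 CPM.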
